A study of Caenorhabditis elegans with 12 samples.

How the data were processed

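Polyadenylated RNA from Caenorhabditis elegans larvae of the third larval stage, grown at 15 °C, was sequenced in 12 stranded mRNA libraries (TruSeq Stranded mRNA, Illumina NextSeq 500). The libraries fell into 3 groups of 4: the N2 wild type, the unc-120(st364) strain and the fhod-1(tm2363) strain. Groups were taken from the description, title, strain and genotype labels. The source-name label attaches the strain names RW364 and XA8001 to the mutants the other way round. Group names are those of the genotype labels throughout.

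The deposited table held 1 column per library and 23515 genes, and its name calls the values normalized counts. Every column summed to 638200. The low values multiplied by exonic gene length lay near whole multiples of a step per library for 39.4% to 47.3% of values, where 20.0% was given by chance, so the values had been divided by gene length. The deposited values were therefore treated as TPM, a length-scaled share of the library's transcripts, up to 1 constant shared by all libraries. The authors' aligner, counting tool, genome build and annotation were not named in the labels. Read totals were not stated and whole reads were recovered for only part of the values, so the sequencing depth is unknown here and counting intervals are not given. Precision rests on the spread between the 4 libraries of a group.

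Gene identifiers, symbols, chromosomes and positions were those of the deposited table. They were compared with Ensembl WBcel235 release 115, in which 99.46% of the identifiers were found, with the same chromosome for 100.0% and the same start and end for 38.54% of those. Positions are 1-based on WBcel235, and differ from release 115 for many genes. Overlaps with other genes were taken from the positions of the deposited table, and exonic lengths came from release 115.

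Values were analysed as log2(value + 1). Genes with a value of at least 10 in at least 4 of the 12 libraries were tested, which left 5921 genes, 5914 of them with a length. The filter and the pseudocount had been written for normalized counts, and the unit found was a length-scaled one with a median of 1.31 over all values, so the filter removed more genes than it would have from counts. A linear model with 1 mean per group was fitted to all 12 libraries with limma 3.58.1 (lmFit, and eBayes with a trend) in R 4.3.3. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. The 3 comparisons were unc-120(st364) against wild type, fhod-1(tm2363) against wild type, and unc-120(st364) against fhod-1(tm2363). Single genes and group means were compared with two-sided exact permutation tests, which for 4 libraries against 4 cannot give a p under 0.0286. Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6 was used for the reading of the table, and matplotlib 3.10.9 for the plots.

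Lists of body-wall muscle, cuticle collagen, molting cycle, germline, major sperm protein and ribosomal protein genes were drawn up from general knowledge of these genes. They were tested with camera (preset correlation 0.01) in limma, two-sided, with fry and with camera under an estimated correlation beside it. Adjustment was planned over 12 tests and made over 10, because 0 of the 33 major sperm protein genes passed the filter. The correlation of the mutants' fold changes was set beside 100 simulations of unchanged groups that share the wild-type libraries.

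The genes named were fhod-1, unc-120, the formin genes and act-1 to act-5. To these were added, for each mutant, up to 5 genes with the largest rise and 5 with the largest fall among called genes with a mean of at least 50 over the 12 libraries and all 4 mutant libraries on 1 side of all 4 wild-type libraries. The 3 body-wall muscle genes with the smallest adjusted p in each mutant were named as well. Other genes named in the text were chosen after their values were seen, and this is stated where they appear.

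The groups, the comparisons, the filter, the pseudocount, the gene lists, the rule for naming genes and 10 kinds of alternative besides leaving out each library were chosen before the data were examined. The alternatives were pseudocounts of 0.5 and 10, every gene above 0, a mean of at least 50, upper-quartile scaling, quantile normalization, only the groups compared, the replicate number as a block, limma without a trend, limma with array weights, and leaving out each library in turn. Another 3 were added after the data were examined: a value of at least 1 in at least 4 libraries, a loess correction of each library for log2 exonic length (span 0.5, degree 1), and the library's slope on log2 length as a covariate. The exact permutation tests on list means were also added then.

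The procedure was tested on simulated data with 200 of 5921 genes changed and noise of the size fitted to the real data. Of genes changed by 1 on the log2 scale, 87.5% were called, with 11 false calls among 186. Of those changed by 2, 100% were called, and of those changed by 0.5 only 0.5% were. With a slope on length added to each simulated library, 86.5% of changes of 1 were called without the length correction and 90.5% with it. Apart from that slope the noise was drawn independently for each gene and library. In the real libraries noise is shared between genes, so these rates of recovery and false calls may not hold there.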

Results

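Gene expression was measured in larvae of the wild type and of mutants in genes with roles in body-wall muscle. The gene fhod-1 encodes a formin, a protein that assembles actin filaments, and unc-120 encodes the worm serum response factor, a transcription factor. The series asks whether they promote the development of striated muscle through separate pathways. Each of the 3 groups had 4 libraries, and no library was left out. Values are given in the deposited length-scaled unit, proportional to TPM, as mean ± SD over the 4 libraries of a group. Every library had the same total of 638200, and between 19400 and 20472 genes were above 0. The 10 most abundant genes took 6.85% to 12.6% of a library's total. Pearson correlations of log2 values across genes, which are not independent replicates, were 0.957 to 0.988 between wild-type libraries. They were 0.925 to 0.996 between unc-120(st364) libraries, 0.967 to 0.987 between fhod-1(tm2363) libraries and 0.911 to 0.984 between libraries of different groups.

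The labels name no batch, but the libraries differed along an axis of gene length. The first principal component of the 12 libraries held 41.2% of the variance and the second held 25.4%. For each library a slope of its log2 values on log2 exonic gene length was computed, relative to the mean of all libraries. The first component followed this slope with Pearson's r = 0.968 (two-sided permutation p = 1e-05, the smallest that the resampling could give) and Spearman's rho = 0.972 (permutation p = 1e-05, likewise the smallest). Without the 2 libraries farthest from the median slope, r was 0.938 (permutation p = 2e-04). The slope did not separate the groups. It was 0.00 ± 0.13 in wild type, -0.01 ± 0.24 in unc-120(st364) and 0.01 ± 0.14 in fhod-1(tm2363), and the 3 two-sided exact permutation p-values between groups were 0.971, 0.943 and 0.857. The slope is continuous and gave no separate batches in which to repeat the comparisons. Values corrected for length are therefore given beside the uncorrected ones for the counts, the gene lists and some of the genes.

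**Figure D1:**
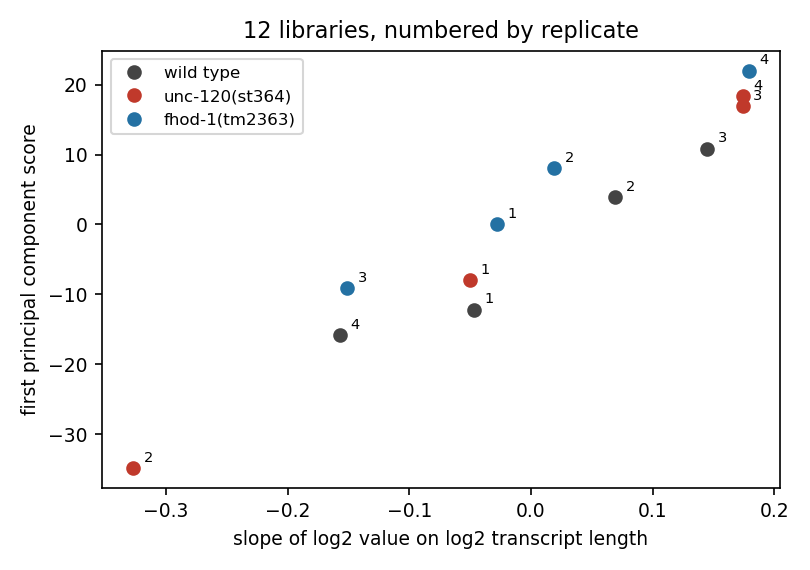
Slope of each of the 12 libraries on log2 exonic gene length (horizontal axis, log2 units per log2 base pair) against its score on the first principal component (vertical axis), 1 point per library, coloured by group. The points follow a line with r = 0.968, and unc-120(st364) replicate 2 lies at its low end with a slope of -0.33.

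The mutated genes were examined first, as a check of the labels. The gene fhod-1 (WBGene00016735, chromosome I, 5058251 to 5068829) had a level of 5.63 ± 1.09 in wild type and 4.79 ± 1.48 in fhod-1(tm2363). The difference of -0.22 on the log2 scale was within the spread between replicates (two-sided exact permutation p = 0.2, n = 4). In unc-120(st364) it was 4.47 ± 1.72 (log2 difference -0.32, exact permutation p = 0.2, n = 4). Wild type replicate 4 lay at 4.00, and the other wild-type libraries at 6.09 to 6.24. The gene was below the filter and was not in the limma fit. The level of this gene therefore did not tell the fhod-1(tm2363) libraries from the others. The gene unc-120 (WBGene00006844, chromosome I, 8460225 to 8463015, overlapped by D1081.17 on the other strand) had a level of 13.5 ± 2.81 in wild type and 33.5 ± 8.04 in unc-120(st364). All 4 mutant libraries (25.6 to 43.1) were above all 4 wild-type libraries (9.63 to 15.9), and the log2 fold change was 1.25 (SE 0.18, limma adjusted p = 0.00353; two-sided exact permutation p = 0.0286, the smallest possible for 4 against 4). In fhod-1(tm2363) unc-120 was at 18.8 ± 1.3, with a log2 fold change of 0.47 (SE 0.18) that limma did not call (adjusted p = 0.184), although all 4 libraries were above the wild type (exact permutation p = 0.0286). After length correction that adjusted p in limma was 0.0472, in a range over the alternatives of 0.0391 to 0.440. The source-name label, which attaches the strain names the other way round, was not used, and the group with the higher unc-120 level was the one whose genotype label is unc-120(st364).

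**Figure D2:**
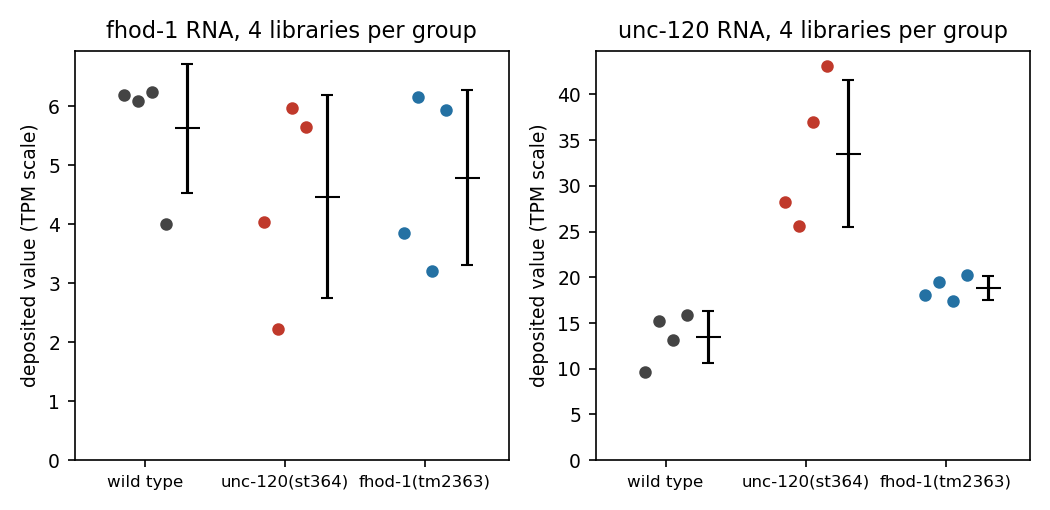
Deposited values (proportional to TPM) of fhod-1 and unc-120 in the 12 libraries, 1 point per library, with the mean and SD of the 4 libraries of each group. The unc-120(st364) libraries lie between 25.6 and 43.1 for unc-120, above every wild-type library, and the groups overlap for fhod-1.

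The comparison of unc-120(st364) with wild type asks which transcripts depend on serum response factor. Of the 5921 genes tested, limma called 43 at an adjusted p under 0.05, 12 higher and 31 lower, and 404 had an unadjusted p under 0.05. Of the called genes 21 changed at least 2-fold, 5 up and 16 down. Array weights moved this count most among the alternatives, to 2211, of which 1152 were higher and 1059 lower. The estimation of these weights did not converge, so values with array weights, in any paragraph, should not be relied on. They gave the lowest adjusted p of many ranges over the alternatives, among them those of asns-2, fat-7, ZK6.11 and F41C3.5. With every gene above 0, 91 were higher and 87 lower, so the excess of falls was lost under that alternative and under array weights. The count was 17 without wild type replicate 2. After length correction 107 genes were called, including 41 of the 43. Among the 35 ways to split the 8 libraries 4 against 4, another split, along the length axis, gave 1844 called genes. The rule for naming genes left 1 rise and 3 falls. The gene asns-2 (WBGene00019730, chromosome X, 8748434 to 8750969) rose from 37.8 ± 6.42 to 70.3 ± 13.2, a log2 fold change of 0.87 (SE 0.18, limma adjusted p = 0.0398). The gene fat-7 (WBGene00001399, chromosome V, 7151353 to 7153146), which encodes a fatty acid desaturase, fell from 137.2 ± 46.2 to 60.5 ± 13.5, a log2 fold change of -1.13 (SE 0.23, adjusted p = 0.0398). ZK6.11 (WBGene00022645, chromosome V, 415713 to 417708) fell from 537.6 ± 133 to 267.4 ± 48.3, a log2 fold change of -0.99 (SE 0.20, adjusted p = 0.0340). F41C3.5 (WBGene00018271, chromosome II, 4737617 to 4739906) fell from 413.8 ± 55.5 to 220.1 ± 35.5, a log2 fold change of -0.91 (SE 0.16, adjusted p = 0.0119). In each of the 4 genes all 4 mutant libraries lay on 1 side of all 4 wild-type libraries. After length correction the adjusted p in limma was 7.22e-04 for asns-2, 0.0350 for fat-7, 0.0269 for ZK6.11 and 6.18e-04 for F41C3.5. On uncorrected values the calls were close to the threshold. Of the 12 fits that each left out 1 library, asns-2 was not called in 11, fat-7 in 10, ZK6.11 in 8 and F41C3.5 in 2. At most the adjusted p in limma reached 0.152 for asns-2 and 0.147 for fat-7 without unc-120(st364) replicate 4, and 0.123 for ZK6.11 and 0.0522 for F41C3.5 without wild type replicate 2. Over all 25 alternatives the adjusted p ran from 1.33e-05 to 0.152 for asns-2, from 3.55e-05 to 0.147 for fat-7, from 1.69e-06 to 0.131 for ZK6.11 and from 4.64e-06 to 0.0814 for F41C3.5. In unc-120(st364), ZK6.11 was also higher in replicate 1 (339.4) than in the other libraries (237.5 to 249.2). Both fat-7 and ZK6.11 were called in fhod-1(tm2363) too, with log2 fold changes there of -1.27 and -0.89 (limma adjusted p = 0.00957 and 0.0230). No difference between the mutants was called for them (limma adjusted p = 0.903 and 0.918), so their falls were not particular to unc-120(st364).

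The comparison of fhod-1(tm2363) with wild type asks which transcripts differ in a strain mutated in the formin. Limma called 217 of the 5921 genes, 138 higher and 79 lower, and 1070 had an unadjusted p under 0.05. At least 2-fold changes were found for 77 of the called genes, 46 up and 31 down. Array weights moved this count to 1569, and it was 91 without fhod-1(tm2363) replicate 2. After length correction 1027 genes were called, including 216 of the 217, with 483 higher and 544 lower. With the slope on length as a covariate, 706 were higher and 504 lower, so the larger number of rises was lost under the loess correction and not under the covariate. The rule for naming genes left 32 rises and 25 falls to choose from, of which the 5 largest of each are given. In each of these 10 genes all 4 mutant libraries lay on 1 side of all 4 wild-type libraries.

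Among the rises, MTCE.33 (WBGene00014472), a ribosomal RNA of the mitochondrial genome (MtDNA, 10403 to 11354), went from 28.7 ± 8.90 to 396.4 ± 56.4, a log2 fold change of 3.78 (SE 0.24, limma adjusted p = 5.93e-07). The lysozyme gene lys-7 (WBGene00003096, chromosome V, 3481421 to 3482600) went from 20.1 ± 7.71 to 109.9 ± 12.3, a log2 fold change of 2.46 (SE 0.26, adjusted p = 1.175e-04). The neighbouring genes pud-2.1 (WBGene00017490, chromosome V, 2329444 to 2329954) and pud-2.2 (WBGene00017500, chromosome V, 2323014 to 2323524) had log2 fold changes of 1.81 (SE 0.25, adjusted p = 0.00120) and 1.74 (SE 0.23, adjusted p = 0.00106). They are paralogs, and reads shared between them were not separated. The mitochondrial gene ndfl-4 (WBGene00010958, MtDNA, 549 to 783, overlapped by nduo-6 on the same strand) went from 30.0 ± 6.43 to 89.02 ± 14.7, a log2 fold change of 1.55 (SE 0.38, adjusted p = 0.0387). Without fhod-1(tm2363) replicate 3 the adjusted p of ndfl-4 in limma was 0.125, and over all alternatives it ran from 6.21e-04 to 0.125.

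Among the falls, kreg-1 (WBGene00018725, chromosome X, 8709764 to 8710137) went from 150.9 ± 43.9 to 24.0 ± 8.67, a log2 fold change of -2.63 (SE 0.36, limma adjusted p = 0.00118). The gene ugt-44 (WBGene00008486, chromosome IV, 10469741 to 10471899) went from 114.5 ± 25.1 to 25.9 ± 5.35, a log2 fold change of -2.10 (SE 0.23, adjusted p = 1.786e-04). F08G2.5 (WBGene00008577, chromosome II, 13832870 to 13833653) had a log2 fold change of -1.67 (SE 0.22, adjusted p = 8.46e-04). The gene zip-10 (WBGene00012101, chromosome V, 11650079 to 11650774, on the other strand of skp-1) went from 134.2 ± 38.8 to 48.4 ± 16.6, a log2 fold change of -1.46 (SE 0.28, adjusted p = 0.0106). Wild type replicate 1 lay at 76.5 for zip-10, and the other wild-type libraries at 147.6 to 159.4. H36L18.2 (WBGene00010424, chromosome X, 12652591 to 12653520) went from 739.5 ± 288.9 to 280.2 ± 97.7, a log2 fold change of -1.39 (SE 0.33, adjusted p = 0.0339). Without fhod-1(tm2363) replicate 2 the adjusted p of H36L18.2 in limma was 0.125, and over all alternatives it ran from 0.00203 to 0.125. Some of the rises and falls had the same direction in unc-120(st364), where they were not called. There pud-2.1 lay at 38.68 to 60.64 (wild type 13.63 to 38.47), kreg-1 at 28.43 to 99.94 (95.27 to 194.8) and zip-10 at 48.51 to 82.69 (76.49 to 159.4). Others did not, such as MTCE.33 at 14.21 to 30.99 (18.47 to 39.55).

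Compared directly, the mutants differed in 85 genes, 20 higher and 65 lower in unc-120(st364) than in fhod-1(tm2363), with 657 at an unadjusted p under 0.05. The count was 36 without fhod-1(tm2363) replicate 2. Array weights gave 783 higher and 793 lower, 1576 in all, and length correction 133 higher and 168 lower, so the excess of lower genes was absent or small there. With the slope on length as a covariate 111 were higher and 268 lower, so the excess stayed under that alternative. The question of separate pathways bears on how far the responses overlap. Of the genes called against wild type, 20 were called in both mutants, all 20 in the same direction, 23 only in unc-120(st364) and 197 only in fhod-1(tm2363). The count called in both was 6 without wild type replicate 2 and 24 without wild type replicate 4, the extremes among the fits that left out 1 library. It was 64 after length correction, 60 of them in the same direction, and 87 with the slope as a covariate, 83 of them in the same direction. Array weights gave 743, 675 in the same direction. Being called in 1 mutant only does not show that a gene differs between them. Across the tested genes the log2 fold changes of the mutants correlated with r = 0.573. Both comparisons share the wild-type libraries, which gives a correlation by itself: in simulations of unchanged groups with independent noise the median r was 0.498 (0.475 to 0.524), with 0 of 100 simulations at or above the observed value, and with the libraries' own residuals reshuffled it was 0.658 (-0.425 to 0.928), with 58 of 100 at or above it. The correlation was thus larger than independent noise gave, and no larger than noise shared within libraries gave. The count of genes called in both was reached in 1 of 100 simulations with reshuffled residuals.

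**Figure D3:**
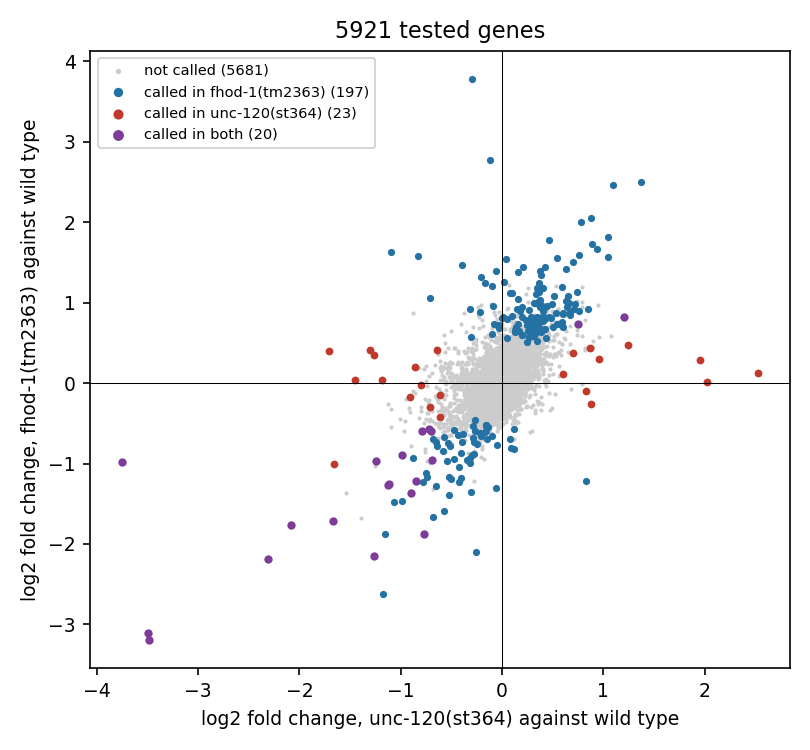
Log2 fold change against wild type of 5921 genes in unc-120(st364) (horizontal axis) and fhod-1(tm2363) (vertical axis), coloured by the comparison in which limma called them. Of the called genes 20 were called in both mutants and lie on the same side of 0 in both, with 23 called only in unc-120(st364) and 197 only in fhod-1(tm2363).

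Genes of the contractile apparatus and its attachments were taken as a list of 50 body-wall muscle genes, of which 36 passed the filter. In unc-120(st364) their median log2 fold change was -0.25, and 32 of 36 were lower than in wild type. Over the alternatives the median ran from -0.339 without unc-120(st364) replicate 4 to -0.127 without unc-120(st364) replicate 2. The mean log2 level of the list was 5.72 ± 0.40 in unc-120(st364) and 5.997 ± 0.22 in wild type, a difference of -0.28 that was within the spread between libraries (two-sided exact permutation p = 0.286, n = 4, Benjamini-Hochberg adjusted 0.714 over 15 tests). After length correction the levels were 5.75 ± 0.13 and 6.01 ± 0.11, a difference of -0.26 (exact permutation p = 0.0571, n = 4, adjusted 0.257). In fhod-1(tm2363) the median log2 fold change was 0.14, and 30 of 36 were higher. This median ran from 0.024 with array weights to 0.203 without wild type replicate 2, and was 0.069 without fhod-1(tm2363) replicate 4. The mean level was 6.15 ± 0.25, a difference from wild type of 0.15 (exact permutation p = 0.429, n = 4, adjusted 0.714), or 0.10 after length correction (exact permutation p = 0.143, n = 4, adjusted 0.306). Between the mutants the list differed by -0.43 (exact permutation p = 0.171, n = 4, adjusted 0.714). The length-corrected difference was -0.36, with all 4 unc-120(st364) libraries below all 4 fhod-1(tm2363) libraries (exact permutation p = 0.0286, the smallest possible, n = 4, adjusted 0.257). On uncorrected values all 36 genes had a lower fitted level in unc-120(st364) than in fhod-1(tm2363). The median log2 difference was -0.39, and -0.34 after length correction. On corrected values unc-52 and unc-68, named after their values were seen, were higher in unc-120(st364). Their log2 fold changes against wild type were then -0.064 and 0.192 in unc-120(st364), and -0.225 and 0.082 in fhod-1(tm2363). For this direct comparison, added after the data were examined, limma gave an unadjusted camera p of 1.617e-11 and an unadjusted fry p of 0.0565, or 9.13e-04 for fry after length correction.

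Camera with its preset correlation gave the muscle list an adjusted p of 1.045e-06 in unc-120(st364) and 0.0633 in fhod-1(tm2363) in limma. The estimated correlation between the list's genes was 0.614, far above the preset value of 0.01. None of the camera calls held under fry (adjusted p in limma of 0.716 to 0.983 for the 10 tests) or under the estimated correlation (0.851 to 0.910), on values not corrected for length. On length-corrected values fry gave an adjusted p in limma of 0.0441 for the muscle list in unc-120(st364) and 0.0221 for the germline list in fhod-1(tm2363), and neither held under the estimated correlation (0.56 for both). None of the 36 muscle genes was called in either mutant, over all genes or adjusted over the list alone. The 3 with the smallest adjusted p in unc-120(st364) were unc-54, with a log2 fold change of -1.09 (SE 0.31, limma adjusted p = 0.196), myo-3, with -0.82 (SE 0.29, adjusted p = 0.399), and alp-1, with -0.58 (SE 0.21, adjusted p = 0.407). The alternatives gave unc-54 adjusted p-values in limma from 3.85e-04 to 0.550, myo-3 from 0.00177 to 0.864 and alp-1 from 0.00729 to 0.826. In fhod-1(tm2363) they were unc-98, with a log2 fold change of 0.35 (SE 0.14, adjusted p = 0.187 in limma), tni-3, with 0.88 (SE 0.34, adjusted p = 0.193), and tni-1, with 0.38 (SE 0.17, adjusted p = 0.238). Over the alternatives the adjusted p in limma ran from 0.0150 to 0.408 for unc-98, from 0.0143 to 0.427 for tni-3 and from 0.0504 to 0.539 for tni-1. After length correction 5 muscle genes were called in unc-120(st364), all lower: unc-54, myo-3, unc-15, unc-22 and dim-1, named here after their values were seen. The corresponding count adjusted over the list alone was 12. In fhod-1(tm2363) 3 were called after the correction: unc-54, lower, and pat-2 and egl-19, higher, also named after their values were seen, and 0 adjusted over the list alone.

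**Figure D4:**
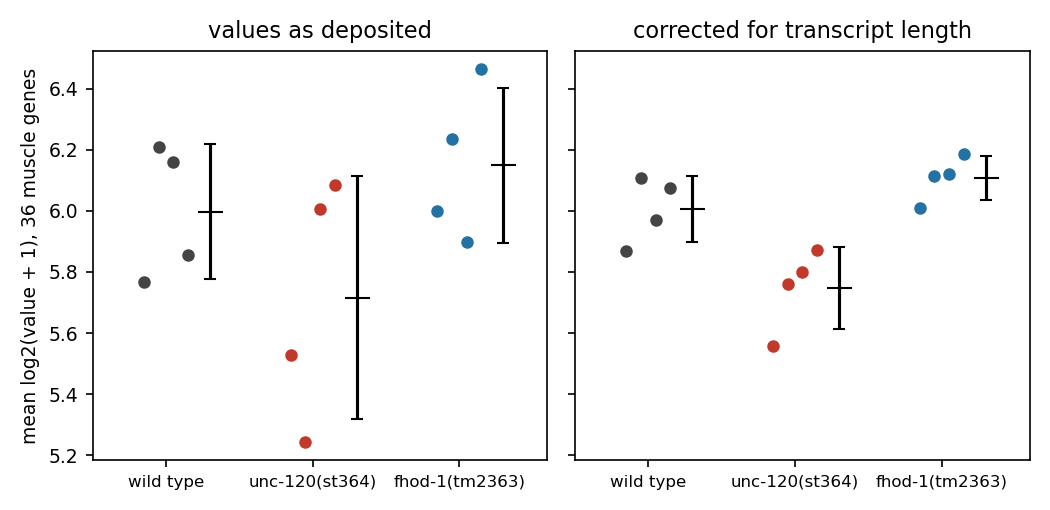
Mean log2(value + 1) of 36 body-wall muscle genes in each of the 12 libraries, as deposited and after length correction, with the mean and SD of the 4 libraries of each group. The groups overlap in the deposited values, and after the correction the unc-120(st364) libraries lie below the fhod-1(tm2363) libraries.

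The other lists were examined for differences in stage, tissue or growth. For cuticle collagen genes, 82 of 175 were tested. Their median log2 fold change was -0.13 in unc-120(st364) (camera adjusted p = 0.0103 in limma; 1 gene called, 4 adjusted over the list alone) and -0.08 in fhod-1(tm2363) (adjusted p = 0.711; 2 called, 2 adjusted over the list alone), but the medians turned positive without wild type replicate 1 (0.014 and 0.019) and with array weights (0.03 and 0.12). With every gene above 0 the median in fhod-1(tm2363) was 0.02, and without unc-120(st364) replicate 2 that in unc-120(st364) was 0. The median of molting cycle genes in fhod-1(tm2363) turned positive with array weights (0.09) and without wild type replicate 3 (0.05) or fhod-1(tm2363) replicate 3 (0.02), and that of germline genes in unc-120(st364) without unc-120(st364) replicate 2 (0.06). For molting cycle genes, 26 of 32 were tested, with medians of 0.17 (adjusted p in limma of 0.0626) and -0.08 (adjusted p of 0.305). For germline genes only 7 of 32 were tested, with medians of -0.19 (adjusted p in limma of 0.134) and -0.36 (adjusted p of 0.0474, all 7 lower). For ribosomal protein genes, 80 of 81 were tested, with medians of 0.14 (adjusted p in limma of 1.352e-04, 65 higher) and 0.05 (adjusted p of 0.305), the latter -0.003 after length correction, -0.002 with array weights and -0.02 without wild type replicate 1. No molting cycle, germline or ribosomal protein gene was called, over all genes or adjusted over the list alone. After length correction 3 of the 7 germline genes were called in fhod-1(tm2363), 4 adjusted over the list alone, and the mean of the list differed from wild type by -0.39 (exact permutation p = 0.0571, n = 4, adjusted 0.257). In unc-120(st364) 0 germline genes were then called, 1 adjusted over the list alone. The correction gave 1 call among molting cycle genes in fhod-1(tm2363), 0 adjusted over the list alone. For collagen genes it gave 1 call in unc-120(st364) and 6 in fhod-1(tm2363), against 10 and 2 adjusted over the list alone. None of these camera results held under fry or the estimated correlation on uncorrected values, and their uncorrected list means differed by less than exact permutation tests could tell from chance (n = 4, p = 0.171 to 0.8, adjusted 0.714 to 0.8). None of the 33 major sperm protein genes passed the filter, so that list has no value.

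The other formin genes lay below the filter. For cyk-1, frl-1, inft-2, daam-1 and exc-6 the mean level in wild type was between 1.09 and 3.81. For daam-1, wild type replicate 4 (0.981) lay below the other wild-type libraries (1.27 to 1.32). Two-sided exact permutation p-values (n = 4) were 0.486 to 0.943 in unc-120(st364) and 0.114 to 0.6 in fhod-1(tm2363). The symbol inft-1 was not matched. The actin genes act-1 to act-5 were lower in both mutants, under all 25 alternatives too, and limma called none of them. All 4 mutant libraries lay below all 4 wild-type libraries for act-1, act-3 and act-5 in unc-120(st364). The same held for act-1 and act-5 in fhod-1(tm2363) (exact permutation p = 0.0286 each, the smallest possible, n = 4, unadjusted). For the remaining actin comparisons the exact permutation p was 0.0571 to 0.314. The log2 fold changes were between -0.63 and -0.33 in unc-120(st364) (adjusted p of 0.159 to 1.00) and between -0.52 and -0.26 in fhod-1(tm2363) (adjusted p of 0.140 to 0.645). After length correction act-1 (adjusted p in limma of 0.0439), act-3 (0.0424) and act-5 (0.0294) were called in fhod-1(tm2363). The range over the alternatives was 0.00491 to 0.455 for act-1, 0.0122 to 0.587 for act-3 and 0.00343 to 0.337 for act-5. In unc-120(st364), act-1 (0.00218 to 0.786), act-3 (0.00302 to 0.825) and act-5 (4.05e-04 to 0.411) each passed the threshold under 2 alternatives, array weights and the slope on length as a covariate. These genes are paralogs with similar sequences, and reads shared between them were not separated.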

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

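The tests of length bias in this part were chosen before the gap ratios after correction were computed, but after the length axis itself had been seen. In each group of 4 libraries the gap between the highest or lowest library and its nearest neighbour was divided by the group's range, and ratios above the 95% critical value for 4 values were singled out. Of 108 groups tested 4 passed, and chance alone gives about 5.4 of 108, so the 4 together are no more than chance gives. No biological explanation was tested for any of them, because the libraries of a group share all their labels.

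ZK6.11 was higher in unc-120(st364) replicate 1 (339.4) than in the other unc-120(st364) libraries (237.5 to 249.2), with a gap ratio of 0.885. The gene zip-10 was lower in wild type replicate 1 (76.5) than in the other wild-type libraries (147.6 to 159.4), with a ratio of 0.858. In wild type replicate 4 the level of fhod-1 was 4.00 against 6.09 to 6.24 in the other wild-type libraries, a ratio of 0.931, and that of daam-1 was 0.981 against 1.27 to 1.32, a ratio of 0.855. The gaps for fhod-1 and daam-1 lie in genes of low level, below the filter.

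After correction for gene length the ratios were 0.656 for ZK6.11, 0.600 for zip-10, 0.588 for fhod-1 and 0.327 for daam-1, all below the critical value. A ratio selected for being extreme tends to shrink under any change of the values, so this does not tell length bias from chance. For ZK6.11 and zip-10 the slopes on length speak against it without excluding it. The libraries singled out had slopes of -0.05, and the libraries with the lowest slopes in their groups, unc-120(st364) replicate 2 (-0.33) and wild type replicate 4 (-0.16), lay among the others, at 237.5 for ZK6.11 and 147.6 for zip-10. For fhod-1 and daam-1 the library singled out was the wild-type library with the lowest slope, and length bias stays open. For ZK6.11 replicate 1 was also the highest library in wild type (703.4) and in fhod-1(tm2363) (366.9). For zip-10 it was also the lowest in unc-120(st364) (48.5) and in fhod-1(tm2363) (30.6). A factor shared by the replicate 1 libraries therefore stays open for both genes. Replicate 1 was also the highest library of every group for fat-7 and H36L18.2, and the lowest for kreg-1 and ugt-44. For other named genes, such as asns-2, it held no such place, so such a factor may reach beyond these 2 genes but not to all. Chance stays open for all 4, and the counting error in fhod-1 and daam-1 is unknown because the depth is.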

How the results depend on the processing

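The settings that correct for gene length and the filter at a value of 1 were chosen only after the results were seen, and the other alternatives before. Pseudocounts of 0.5 and 10, upper-quartile scaling and limma without a trend left the 3 counts of called genes within 1.5 times their value and the lists on the same side of the threshold. The muscle list in unc-120(st364) kept its direction and a camera adjusted p under 0.05 under all 25 alternatives, from 3.20e-11 to 0.00759. The cause of each change below was not tested unless it is given. The genes called with the values as reported kept their direction in every setting in which they were tested.

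Counts of called genes are given for unc-120(st364) against wild type, fhod-1(tm2363) against wild type, and the mutants against each other, which were 43, 217 and 85. With every gene above 0 they were 178, 762 and 279 of 23515 tested, and with genes of at least 1 in at least 4 libraries 154, 671 and 253 of 12831, where more genes were tested. With a mean of at least 50 they were 0, 54 and 22 of 1631, where fewer genes were tested, and for the count of 0 there were 99 genes at an unadjusted p under 0.05. With only the groups compared, where the variance was estimated on fewer libraries, they were 15, 285 and 61, so the second count rose while the others fell. Array weights, which ran from 0.108 to 7.91 and whose estimation did not converge, gave 2211, 1569 and 1576. Length correction gave 107, 1027 and 301, and the slope on length as a covariate 149, 1210 and 379. Both remove variance between replicates of a group by construction.

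Camera adjusted p-values crossed the threshold or changed direction as follows. In this paragraph and the next, direction is that given by camera, relative to the other tested genes. In fhod-1(tm2363) the collagen median itself stayed negative with quantile normalization (-0.086) and length correction (-0.105). The ribosomal protein median stayed positive with every gene above 0 (0.04). With array weights the medians of collagen (0.121), molting cycle (0.087) and ribosomal protein genes (-0.002) did change sign. With every gene above 0, germline genes in unc-120(st364) reached 8.41e-04 and molting cycle genes in fhod-1(tm2363) 0.0103, and ribosomal protein genes in fhod-1(tm2363) reversed (0.526). With genes of at least 1, the same lists gave 0.00303, 0.0324 and a reversed 0.783. Quantile normalization gave 0.0287 for molting cycle genes in unc-120(st364) and for muscle genes in fhod-1(tm2363), and reversed collagen genes in fhod-1(tm2363) (0.669). With only the groups compared, molting cycle genes in unc-120(st364) had 0.0415 and muscle genes in fhod-1(tm2363) 0.0400. Length correction gave 0.0210 for molting cycle and 0.0470 for germline genes in unc-120(st364), 0.0276 for muscle genes in fhod-1(tm2363), and a reversed 0.887 for collagen genes in fhod-1(tm2363). The slope covariate gave 0.0126, 0.0388 and 0.0183 for the first 3 of these. Array weights took collagen (0.916) and ribosomal protein genes (0.267) in unc-120(st364) past the threshold upwards and molting cycle genes below it (1.245e-06), and in fhod-1(tm2363) reversed collagen (0.294), molting cycle (0.874) and ribosomal protein genes (0.736).

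The 12 fits that each left out 1 library gave 17 (without wild type replicate 2) to 42 called genes (without unc-120(st364) replicate 1) for unc-120(st364), 91 (without fhod-1(tm2363) replicate 2) to 319 (without unc-120(st364) replicate 2) for fhod-1(tm2363), and 36 (without fhod-1(tm2363) replicate 2) to 100 (without unc-120(st364) replicate 2) between the mutants. Camera adjusted p-values in unc-120(st364) ran from 4.27e-05 (without wild type replicate 3) to 0.458 (without wild type replicate 1) for collagen genes, and from 3.98e-04 (without unc-120(st364) replicate 2) to 0.751 (without wild type replicate 4) for molting cycle genes. They ran from 0.0227 (without wild type replicate 4) to 0.826 (without unc-120(st364) replicate 2) for germline genes, and from 2.19e-08 (without unc-120(st364) replicate 1) to 0.512 (without unc-120(st364) replicate 2) for ribosomal protein genes. In fhod-1(tm2363) they ran from 0.0165 (without wild type replicate 2) to 0.404 (without fhod-1(tm2363) replicate 4) for muscle genes, from 0.153 (without wild type replicate 3) to 0.9753 (without wild type replicate 4) for collagen genes, where the direction reversed without wild type replicates 1 (0.280) and 4, and from 0.0484 (without fhod-1(tm2363) replicate 4) to 0.984 (without wild type replicate 3) for molting cycle genes. They ran from 0.00778 (without wild type replicate 4) to 0.143 (without wild type replicate 3) for germline genes, and from 0.0741 (without fhod-1(tm2363) replicate 2) to 0.762 (without wild type replicate 1) for ribosomal protein genes, which reversed without fhod-1(tm2363) replicate 3 (0.608).

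With the replicate number as a block, 65 genes were called in unc-120(st364), and germline genes in fhod-1(tm2363) had an adjusted p of 0.0622. The titles give equal numbers the same letter in every group, but no label says that such libraries belong together. Residuals of libraries with the same number correlated by -0.711 to 0.85, with a median of 0.002, against -0.118 for different numbers. For replicate 1 the correlations between groups were 0.633, 0.532 and 0.658, and 0.629, 0.531 and 0.647 after length correction. For replicates 2, 3 and 4 they had mixed signs. On the second principal component replicate 1 had the highest score of its group, at 25.57 in wild type, 10.12 in unc-120(st364) and -4.86 in fhod-1(tm2363). All wild-type libraries (-1.62 to 25.57) also lay above all fhod-1(tm2363) libraries (-19.23 to -4.86) on it. A factor shared by the replicate 1 libraries stays open, and the main fit does not model it. The block has no clear meaning for the other numbers.

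Of the other results, 33 counts of genes moved by more than 1.5 times and 67 did not, and for named genes 704 comparisons with an alternative were unchanged, 31 came under the threshold and 60 went above it, with 0 reversed. The calls of unc-120, MTCE.33, lys-7, pud-2.1, pud-2.2, kreg-1, ugt-44, F08G2.5 and zip-10 were lost under 0 alternatives. The call of asns-2 was lost under 15 of 25, of fat-7 under 15, of ZK6.11 under 10, of ndfl-4 under 9, of H36L18.2 under 7 and of F41C3.5 under 4. The major sperm protein list had values only with every gene above 0. edgeR and DESeq2 on recovered whole reads were not run, since whole reads were not recovered. The unknown depth limits genes of low level, fhod-1 among them.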

Other observations

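Some tests in this part were chosen only after the result was seen. They are those of the first principal component against length, of the windows on chromosome V, of the mitochondrial transcripts, and of clec-209 and F56A4.2. So were the splits on corrected values or with the slope as a covariate, and the random lists on corrected values. The splits and random lists on uncorrected values, the linkage to the mutated genes and the neighbours of genes called in both were chosen before.

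Other splits of the same libraries were compared with the real one. For fhod-1(tm2363) against wild type 1 of 35 splits of the 8 libraries, the real one, gave as many called genes. The same held between the mutants, with 1 of 35. For unc-120(st364) against wild type 2 of 35 gave as many as 43. The other split set wild type replicates 1 and 4 and unc-120(st364) replicates 1 and 2, with slopes on length of -0.33 to -0.05, against the remaining libraries, with slopes of 0.07 to 0.17, and it gave 1844 called genes. That split follows the length axis, and on length-corrected values it still gave 431 against the real 107. With the slope as a covariate the real split gave 149 and the largest of the others 57, but the covariate takes out a split along the length axis by construction, so this adds no evidence on that split. The uncorrected count in unc-120(st364) is therefore not beyond what regrouping gave.

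For the muscle list, 7 of 35 splits gave a camera p as small in unc-120(st364) and 19 of 35 in fhod-1(tm2363). The counts for unc-120(st364) were 16 for collagen, 24 for molting cycle, 22 for germline and 17 for ribosomal protein genes. For fhod-1(tm2363) they were 32 for collagen, 33 for molting cycle, 13 for germline and 31 for ribosomal protein genes. None of the 10 camera results was beyond what regrouping of the same libraries gave, so their camera p-values carry little weight here.

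The first principal component followed the slope on gene length with r = 0.968, and a bias in transcript length is a candidate explanation of the axis. Differences in RNA integrity or in library preparation could produce it, and so could a difference in age or condition between cultures, and none of these was measured. After the correction the first component held 38.5% of the variance that was left. That share cannot tell how much of the differences between libraries the correction removed.

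Length bias was tested as the cause of the muscle results. After length correction the median log2 fold change of the list in unc-120(st364) was -0.23, below all 10000 random lists of the same size and expression (middle 95%, -0.06 to 0.07). In fhod-1(tm2363) it was 0.094, at percentile 98.4 and only just above the middle 95% (-0.14 to 0.08). Random lists take genes as independent, which the members of the muscle list are not. The correction argues against length bias as the whole cause of the lower muscle list in unc-120(st364), and much less firmly for the rise in fhod-1(tm2363), whose list means gave an exact permutation p of 0.143 (n = 4). Chance stays open for both, as the splits show, and a lower output of muscle genes in unc-120(st364) stays open as an untested hypothesis.

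Variants linked to the mutated genes could have been carried along in the crosses that made the strains. Within 2 Mb of unc-120 there were 2 of 42 called genes, with unc-120 left out, where 2.72 were expected (one-sided Fisher exact p = 0.767). Within 2 Mb of fhod-1 there were 6 of 217, where 12.1 were expected (one-sided Fisher exact p = 0.985). These values argue against linkage to the mutated genes as the source of most calls, though not for single genes.

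The 20 genes called in both mutants were lower or higher in both against the same wild-type libraries, and 18 of them were lower. Of these 20, 30% had another within 100 kb, against 4.94% for 10000 random sets of tested genes (one-sided permutation p = 0.0079). With genes within 20 kb counted once it was 21.1% against 3.69% (permutation p = 0.0108), but the densest 1 Mb window then held no more than chance gave (p = 0.333). The neighbours were F56A4.2 with F56A4.3, K08D8.4 with K10D11.5, and F35E12.10 with F53C11.1. Counting genes within 20 kb once merges F56A4.2 and F56A4.3, so the grouping then rests on the other pairs. Such grouping is consistent with sequence or copy-number differences between the wild-type stock and both mutant strains, and tandem gene families, which random sets ignore, might give the same. A shared biological response stays open as well, as does a wild-type stock that differs in its condition. Among the 20 genes, clec-209 (V, 2351676 to 2352932) fell from 80.9 ± 11.3 to 6.29 ± 1.03 in unc-120(st364) and 8.56 ± 1.55 in fhod-1(tm2363). Its start lies more than 100 kb from those of the others, so clec-209 is not part of the grouping. F56A4.2 (V, 2459637 to 2460893) fell from 81.5 ± 11.6 to 6.32 ± 0.763 and 8.07 ± 1.47. Both were named after their values were seen.

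The genes clec-209 and F56A4.2 span 1257 bp each and moved together. The SD over the 12 libraries of their log2 ratio was 0.13, less than the SD between replicates of 0.24, and the largest log2 ratio in size was 0.32. This yardstick replaced a fixed limit on the largest ratio, which that value had exceeded. Reads shared between near-identical copies may explain it, in which case they are 1 observation and not 2, but regulation shared by both genes would give the same. The sequences were not compared.

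In unc-120(st364) the densest 1 Mb window of called genes began at 2453414 on chromosome V and held 8. Of these, 3 were called in fhod-1(tm2363) in the same direction. F56A4.2 and F56A4.3 had log2 fold changes there of -3.19 and -2.18, with no call between the mutants, which argues against a block of sequence specific to the unc-120(st364) strain for this pair. C36C5.5 had log2 fold changes of -3.75 in unc-120(st364) and -0.98 in fhod-1(tm2363), and the mutants differed by -2.77 (limma adjusted p = 3.22e-05), so such a block stays open for C36C5.5. The test was then repeated on the genes called only in unc-120(st364), after their values were seen. It gave 6 in a 1 Mb window from 3262571, in which 49 genes were tested. The 6 genes, which lie within 513.6 kb, were C04E12.2, F35F10.5, T20D4.10, T20D4.12, T28A11.6 and cysl-3, 4 of them higher and 2 lower. Random sets reached 6 with a permutation p = 4e-04, and with genes within 20 kb counted once the window held 5 (p = 0.0043). That none of the 6 was called in fhod-1(tm2363) follows from how they were chosen. The window also held 4 other genes called in fhod-1(tm2363), which were F59B1.2, R08E5.3, lys-7 and nlp-9, so changes there were not limited to unc-120(st364). R08E5.3 overlaps cysl-3 in position. A linked block of strain-specific sequence may explain the grouping of the 6 genes, and local regulation or tandem families stay open, since no sequence was examined.

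In fhod-1(tm2363), 6 mitochondrial transcripts of low abundance (MTCE.33, MTCE.7, ndfl-4, nduo-2, nduo-3 and nduo-6) were higher by a mean log2 of 1.69 (SE 0.21, exact permutation p = 0.0286, the smallest possible, n = 4), and 5 of the 6 were called. In unc-120(st364) the mean was -0.17 (exact permutation p = 0.629, n = 4). The set was formed after its values were seen. Carry-over of RNA without long poly(A) tails would raise the nuclear ribosomal RNAs too, and their mean change was -0.50 (SE 0.58, exact permutation p = 0.371, n = 4). That spread is wide, and the observed rise of 1.69 lies far above it. More mitochondrial DNA or transcription would raise the 8 abundant mitochondrial mRNAs as well, and their mean change was -0.03 (SE 0.29, exact permutation p = 0.914, n = 4). After length correction, a test that was widened from MTCE.33 to the set once the values were known, the mean was 1.65 (exact permutation p = 0.0286, n = 4), which argues against length bias. A difference in polyadenylation or stability of these transcripts, and a variant of the mitochondrial genome in the strain, which is inherited apart from fhod-1, stay open and could not be separated.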
